# Replication fork integrity and intra-S phase checkpoint suppress gene amplification

**DOI:** 10.1093/nar/gkv084

**Published:** 2015-02-11

**Authors:** Anna Kondratova, Takaaki Watanabe, Michael Marotta, Matthew Cannon, Anca M. Segall, David Serre, Hisashi Tanaka

## Abstract

Gene amplification is a phenotype-causing form of chromosome instability and is initiated by DNA double-strand breaks (DSBs). Cells with mutant *p53* lose G1/S checkpoint and are permissive to gene amplification. In this study we show that mammalian cells become proficient for spontaneous gene amplification when the function of the DSB repair protein complex MRN (Mre11/Rad50/Nbs1) is impaired. Cells with impaired MRN complex experienced severe replication stress and gained substrates for gene amplification during replication, as evidenced by the increase of replication-associated single-stranded breaks that were converted to DSBs most likely through replication fork reversal. Impaired MRN complex directly compromised ATM/ATR-mediated checkpoints and allowed cells to progress through cell cycle in the presence of DSBs. Such compromised intra-S phase checkpoints promoted gene amplification independently from mutant *p53*. Finally, cells adapted to endogenous replication stress by globally suppressing genes for DNA replication and cell cycle progression. Our results indicate that the MRN complex suppresses gene amplification by stabilizing replication forks and by securing DNA damage response to replication-associated DSBs.

## INTRODUCTION

Increase in the copy number of genomic segments harboring oncogenes and therapy target genes (gene amplification) causes aggressive tumor phenotypes by promoting cancer progression and acquired therapy resistance (1–4). Defining cellular processes and factors regulating gene amplification would help us to identify molecular targets for controlling aggressive tumors. Experimentally, gene amplification has been shown to be facilitated either by agents that damage DNA or by endonucleases (i.e. I-SceI) that induce DNA double-strand breaks (DSBs) at specific sites (5–9). In tumors, gene amplification is a spontaneous event and is initiated by endogenous DNA breaks. Endogenous breaks in cancer cells can arise from physiological stresses including replication stress, which directly involves DNA synthesis at a very vulnerable time (10,11). Replication stress, the slowing or stalling of replication forks and/or DNA synthesis, can be caused by activated oncogenes and/or insufficiency of DNA precursors (11–13). Stalled replication forks, if not protected, can collapse and be resolved into chromatids with broken ends. Thus, cellular processes/factors that protect stalled forks can also be important regulators of gene amplification.

To prevent DSBs during replication, stalled forks need to restart before collapsing. In simple organisms, homology-dependent recombination (recombination restart) can escort stalled forks to restart before collapsing (14,15). Although the mechanism of the restart in metazoans is less clear, previous studies showed that the DNA repair protein Mre11 could play a role; Mre11 is at replication foci in nuclei (16,17) and mediates the restart of replication inhibitor-induced stalled forks (18). Thus, Mre11/Rad50/Nbs1 (MRN) deficiency could result in collapsed forks and DSBs. The MRN complex is highly conserved, with multiple roles in DSB repair (19–21). The MRN complex is recruited very early to DSBs where it facilitates DNA damage response by checkpoint activation through ATM (22,23) and possibly through ATR (24). The MRN complex, together with CtIP, possesses 3′-to-5′ exonuclease and endonuclease activities that initiate the resection of DSB ends (25,26). The resulting single-stranded DNA (ssDNA) tails search for homology and invade into the sister chromatid for legitimate, homology-directed (HD) repair. Structurally, the MRN complex consists of globular domains (Mre11 and Nbs1) and coiled-coil and hook domains (Rad50) (27,28). The hook domain mediates the homodimerization of the complex and creates a rigid parallel structure with two arms of coiled-coil domain spanning 1000 Å. With the DNA binding activity of the Mre11 globular domain, the dimer could bridge two sister chromatids and assist HD repair of DSBs. These structural properties could also be utilized to hold the sister chromatids together at the stalled forks and facilitate fork restart. Such an important function at stalled forks explains why the MRN complex is essential in cell proliferation (29–31), and could explain the accumulation of DSBs during *in vitro* replication in *Xenopus laevis* egg extracts after Mre11 depletion (32,33).

DSBs formed by replication stress are incompatible with cell proliferation. For example, in precancerous tissues, oncogene-induced replication stress activates p53 that blocks G1/S transition and cell proliferation by inducing apoptosis and senescence (11). Abrogating this barrier by p53 mutations allows cells to proliferate and progress into cancerous states. This is also important for controlling gene amplification, considering that association of loss of p53 function with gene amplification is a well-established fact (34,35). However, p53 loss is necessary but not sufficient for gene amplification; thus, other safeguard mechanisms against gene amplification at different cell cycle stages should exist. In yeast, stalled forks invoke intra-S phase checkpoint through activation of Rad53 kinase (a yeast homologue of Chk2 and functional orthologue of Chk1) (36,37). Rad53, activated by Mec1 (a yeast homologue of ATR), protects forks from collapsing and arrests the cell cycle. In higher eukaryotes, intra-S phase checkpoint also prevents replication fork from collapsing (38,39). ATM senses DSBs, while ATR is activated by ssDNA accumulating at stalled forks (40,41). These kinases phosphorylate the downstream effector kinases Chk1 (mainly ATR) and Chk2 (mainly ATM). The effector kinases, in particular Chk1, maintain replication fork integrity by slowing down DNA synthesis and by inhibiting additional origin firing (42,43). Thus, ATM/ATR-mediated intra-S phase checkpoint could function as an additional safeguard mechanism against gene amplification. Alternatively, ATM/ATR is epistatic to p53 in suppressing gene amplification, as ATM phosphorylates and activates p53 (44).

To study processes and factors that regulate gene amplification, we knocked down Mre11 in a p53-mutant Chinese hamster ovary (CHO) cell line system (Mre11-KD cells). We found that frequency of gene amplification increased 10-folds in Mre11-KD cells. Massive fork collapse during replication and impaired ATM-dependent checkpoint promoted gene amplification proficiency. Importantly, ATR/Chk1-dependent checkpoint was functional in Mre11-KD cells, indicating that Mre11 *per se* is required for preventing fork collapse. Finally, Mre11-KD cells exhibited global transcriptional changes that resulted in the suppression of genes for DNA metabolism including replication initiation. These results demonstrate the important role of Mre11 in maintaining replication fork integrity, failure of which can lead to deleterious phenotypes such as gene amplification proficiency.

## MATERIALS AND METHODS

### Cloning and cell culture

To knockdown *Mre11* in our CHO-dhfr-derivative cell lines, we constructed a vector expressing CHO Mre11 shRNA. shRNA oligos were synthesized and cloned into lentiviral vector pLSLP (45) (pLSLP-CHOshMre11–562). DNA sequences for oligos used in this study are available upon request. pLSLP-CHOshMre11–562 was transfected into 293T cells with two other vectors (pVSV-G and pCMV-delta-8.2) to produce lentiviral particles that were infected into D229IRlox2–35-noIR-2 (D229IRlox2–35-Mre11KD) (9). Infected cells were selected with puromycin to establish a pool of cells with Mre11 shRNA.

A plasmid encoding human MRE11 cDNA (pTP17) (46) was a gift from Dr Tanya Paull (The University of Texas at Austin). Human MRE11 cDNA (hMre11) was cloned into lentiviral expression vector pLV-CMV-neo (pLVneo-TP17). Viral particles were infected into the Mre11KD cells. G418 selection established a pool of cells expressing human MRE11.

### *DHFR* amplification assay

Cells were exposed to methotrexate (MTX) for 12 days and resistant colonies were counted; (i) 10^4^ cells were selected with MTX at the concentration of 0.4 μM and (ii) 10^5^ cells were selected with MTX at the concentration of 0.8 μM. Cell culture media with MTX were changed every 4 days. Colonies were fixed with 1% glutaraldehyde solution (1% glutaraldehyde, 1 mM MgCl_2_, 100 mM NaPO_4_, pH7) and stained with 0.1% crystal violet.

Fluctuation analysis was done from single cell-derived cell populations. Cell populations were first plated onto 96-well plates at very low cell density and clones were isolated from wells that had only one colony. Clones were expanded up to 10^6^ cells and 10^5^ cells were plated onto a 10 cm^2^ plate for MTX selection (0.8 μM).

### FACS

For mitotic shake-off, cells were grown on 225 cm^2^ flasks to semi-confluent density. Flasks were gently tapped for mitotic cells (being at both pre- and post-cytokinesis mitotic stages) to detach from the bottom. Mitotic cells were then plated and analyzed at indicated time points.

For DNA content assessment, cells were trypsinized, centrifuged at 2000 rpm for 5 min, resuspended in 200 ul of medium, fixed with 70% ethanol and kept at −20°C for overnight. Fixed cells were stained with propidium iodide using Propidium Iodide Flow Cytometry Kit (Abcam). FACS was performed by FACSCalibur flow cytometer. Obtained data were analyzed with FlowJo software.

Click-iT® EdU Alexa Fluor® 488 Flow Cytometry Assay Kit (Life Technologies) was used for analyzing DNA replication after treatment with DNA damaging agents. Cells were incubated with several different concentrations of drugs either for 22 h (etoposide) or 4 h (camptothecin, CPT). The last 2 h of incubations were done with EdU.

### Western blotting

Cells were lysed in RIPA Lysis buffer (Millipore) supplemented with 0.1% SDS, protease inhibitor cocktail (Sigma) and phosphatase inhibitor cocktails (Sigma). Samples were prepared using NuPage LDS Sample buffer (Invitrogen) with 100 mM DTT, and proteins were resolved by sodium dodecyl sulphate-polyacrylamide gel electrophoresis using the NuPage MOPS system (Invitrogen). Antibodies used were as follows: anti-Mre11 (Novus Biological, NB 100–142, 1:2000), anti-NBS1 (p95/NBS1, Cell Signaling #3002, 1:1000), anti-Rad50 (Novus Biological, NB 100–154, 1:500), anti-pATM S1981(Cell Signaling #4526, 1:500), anti-pATR S1989 (Kerafast, 1:500), anti-Chk1 S317 (Cell Signaling, #2344, 1:400), anti-Chk1 S345 (Cell Signaling, #2348, 1:400).

### *In situ* immunocytochemistry

Asynchronous (for *γ-*H2Ax and 53BP1 co-staining) or cells synchronized by mitotic shake-off (for *γ-*H2Ax foci counting at different cell cycle stages) were plated, collected at the indicated time points and fixed and stained on 12 mm circular coverslips immersed into wells of 12-well plates. *γ-*H2AX staining was performed according to the manufacturer's protocol (Phospho-Histone H2A.X- Ser139 Antibody #2577, 1:1000, Cell Signaling). For co-staining with 53BP1, cells were incubated with rabbit anti-53BP1 antibody conjugated with Alexa488 (Novus Biological, NB100–904G, 1:200). Foci were counted in three independent series of images, each of which contained 50 cells. Experiments were repeated at least three times.

### COMET assay

Alkaline and neutral COMET assays were performed and analyzed according to the manufacturer's protocol (CometAssay kit, Trevigen). Cells were grown to 30–50% confluence and aphidicolin (2 mM) was added for 20 h. DNA was stained with SYBRGold reagent. DNA intensity for each comet was measured using ImageJ software (supplemented with CometAssay add-in) and Extent Tail Moment (ETM) was calculated. Comets were assigned to different damage groups based on the range of ETM and morphology (Supplementary Figure S4). Neutral conditions include no damage (EXT<50), medium damage (50<EXT<150) and severe damage (EXT>150). Alkaline conditions include no or minor damage (EXT<50, with big round head and virtually no tail), medium damage (50<EXT<250, with round dense head and rounded tail) and severe damage (EXT>250, with big drop-like or small head merged with dense tail), experiments were performed at least twice for each condition and at least 200 cells were analyzed for each condition.

### Transcriptome analysis

Total RNA was isolated from Mre11-KD and control cells (infected with LV-GFP) using RNeasy plus mini kit (QIAGEN). Two microgram of total RNA was processed to construct sequencing libraries using TrueSeq RNA Sample Preparation Kit (Illumina) at the Genomics Core at Cleveland Clinic Lerner Research Institute. Thirty-five base pair, single-end sequencing was done using Genome Analyzer IIx at the Nucleic Acid Shared Resource of Ohio State University. Library construction and sequencing were performed in duplicate for Mre11-KD cells and control cells. The numbers of reads obtained were: 24 504 094 (control-1), 26 689 524 (control-2), 27 404 397 (Mre11KD-1) and 26 288 201 (Mre11KD-2). GEO accession number for the sequences is GSE59487.

Fastq files containing RNAseq data were aligned to the Chinese hamster reference genome (July 2013 (C_griseus_v1.0/criGri1) assembly downloaded from the UCSC database) using Tophat. Gene scaffold data (ref_CriGri_1.0_scaffolds.gff3) was included in the alignment. After alignment, the total number of reads mapping to each exon was counted using custom perl scripts. The edgeR package within R was used to quantify gene expression differences between Mre11-KO and control cells (47). To calculate false discovery rates, we used the q-value R package, which estimates the proportion of false positives based on the overall distribution of *P*-values.

## RESULTS

### Mammalian cells with reduced expression of the MRN complex

We have previously established a clone derived from *DHFR*-deficient CHO cells (D229IRlox2–35-noIR-2) in which a single-copy mouse *DHFR* expression cassette was stably integrated into a chromosome (9). Treatment of these cells with MTX results in selection of resistant clones with amplified *DHFR*; thus, we can measure the frequency of gene amplification by counting resistant colonies. To determine the role of the MRN complex in suppressing gene amplification, we knocked down *Mre11* using a lentiviral vector expressing shRNA against Chinese hamster *Mre11*.

Complete loss of *Mre11* expression leads to severe proliferation defect in vertebrate cells (29–31). Fourteen days after lentiviral infection, we recovered a population of cells with significantly reduced expression of Mre11 protein (Mre11-KD cells), relatively to the control cells expressing either non-targeting shRNA or green fluorescent protein (GFP) (Figure 1A). Other components of the complex (Rad50 and Nbs1) were also reduced, likely due to the fact that the reduction of Mre11 destabilizes the entire complex and leads to proteolytic degradation of other components (48). Expressing human MRE11 (hMre11) in Mre11-KD cells resulted in the increase of both Rad50 and Nbs1 proteins, indicating that human MRE11 can form a stable complex with Chinese hamster Rad50 and Nbs1.

**Figure 1.**
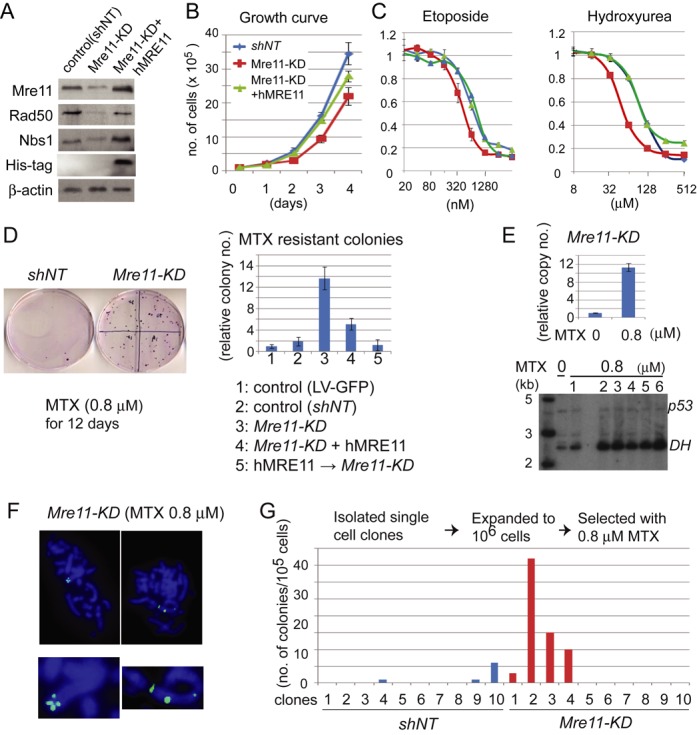
(**A**) Reduced expression of the MRN complex in Mre11-KD cells. β-actin was used as a loading control. Human MRE11 has a HIS-tag on the C-terminus. (**B**) Reduced proliferation of Mre11-KD cells. Growth curves are shown for control cells (shNT, blue), Mre11-KD cells (red) and Mre11-KD cells complemented with human MRE11 (green). (**C**) Mre11-KD cells are hypersensitive to DNA damaging agents. Genotypes are color-coded as in B. Cell survival was measured after four days of treatment. (**D**) MTX-resistant colonies arise more frequently in Mre11-KD cells. *Left*: 0.1% crystal violet-stained plates after 12 days of MTX selection. 10^5^ cells were plated and treated with 0.8 μM MTX for 12 days before fixation and staining with 0.1% crystal violet. *Right*, histograms showing the relative increase in the number of colonies in each genotype (normalized to the number of LV-GFP colonies). (**E**) *DHFR* amplification causes MTX resistance. *Top*: relative increase of copy numbers in the 0.8 μM MTX-resistant Mre11-KD cells, measured by real-time PCR. *Bottom*: Southern blot analysis of *DHFR* amplification in 0.8 μM MTX-resistant Mre11-KD clones. Untreated cells (0 μM MTX) and resistant clones (0.8 μM MTX, 1–6) were co-hybridized with p53 probe and *DHFR* probe. (**F**) Intra-chromosomal *DHFR* amplification. Metaphase spreads were obtained from 0.8 μM MTX-resistant cell populations and probed with fluorophore-labeled *DHFR* cDNA. Whole metaphase nuclei are shown on the top and chromosomes with signals are magnified on the bottom. (**G**) The number of colonies fluctuates among single cell-derived clones. For each genotype, 10 single cell-derived clones were isolated and subjected to MTX selection. Histogram shows the number of MTX-resistant colonies for each clone per 10^5^ cells.

Consistent with the essential role of *Mre11* in cell proliferation, Mre11-KD cells exhibited an impaired growth phenotype. After 4 days of culture, the number of Mre11-KD cells was 60% of that of control cells (Figure 1B). The number was improved to 80% of that of the control cells for Mre11-KD cells expressing human MRE11. The reduced cell number was not due to the increase in cell death, because we did not detect an increase in the sub-G1 cell population by FACS analysis (Supplementary Figure S1A). Mre11-KD cells had increased sensitivity to DNA damaging agents (Figure 1C). Increase of sensitivity was noted for both hydroxyurea (a ribonucleotide reductase inhibitor) and etoposide (a topoisomerase II inhibitor). In both cases, expressing human MRE11 rescued the hypersensitivity.

### Frequent spontaneous, intra-chromosomal gene amplification in Mre11-KD cells

Given the well-established role of DNA damage in the initiation of gene amplification (5–9), we expected that gene amplification could occur more frequently in Mre11-KD cells than in control cells. To determine the frequency of gene amplification, we plated 10^5^ cells and cultured them for 12 days with either 0.8 μM MTX before resistant colonies were counted (Figure 1D, Supplementary Table S1). Indeed, colonies arose at much higher frequency in Mre11-KD cells; on average, the number of colonies was increased 7.2-fold in Mre11-KD cells relative to in cells with non-target shRNA (13.6-fold relative to in cells with lentivirus expressing GFP). This fold increase could still be an underestimate, as Mre11-KD cells grew slower and tended to form smaller colonies than control cells. Ectopic expression of human MRE11 in Mre11-KD cells significantly suppressed the emergence of MTX-resistant colonies. Finally, cells introduced with human MRE11 before knocking down hamster Mre11 completely suppressed gene amplification proficiency.

We confirmed *DHFR* amplification as the cause of MTX resistance (Figure 1E). *DHFR* copy number was increased 11-fold in MTX-resistant cell pools. For individual resistant clones, Southern blotting showed that *DHFR* gene was highly amplified relative to a single-copy control (*p53*). Fluorescence *in situ* hybridization demonstrated that amplified *DHFR* genes were located within a single chromosome in all 64 metaphase spreads examined (Figure 1F, Supplementary Figure S2).

There are two possible scenarios for the observed gene amplification proficiency in Mre11-KD cells. First, *DHFR* amplification can be an MTX-induced event. Inhibition of DHFR by MTX decreases intracellular nucleotide pools, blocks replicative DNA synthesis and results in DNA breaks. Such breaks could initiate *DHFR* amplification as MTX-induced events. Alternatively, Mre11-KD cells can generate spontaneous variants with *DHFR* amplification more often than control cells during normal cell proliferation (without MTX), and these spontaneous mutants are selected by MTX treatment. The fluctuation test (49) can determine whether mutants arise as induced events or spontaneously (Figure 1G and Supplementary Table S2). Ten single cell-derived clones were isolated, expanded and were subject to MTX (0.8 μM) selection. If *DHFR* amplification is an MTX-induced event, roughly the same number of colonies is expected from each clone. If *DHFR* amplification is a spontaneous event, the number of colonies would highly fluctuate; the number should be dependent on when *DHFR* amplification occurred during the expansion of clones prior to MTX selection. Among 10 clones established from Mre11-KD cells, three clones produced a number of resistant colonies (37, 15 and 10 per 10^5^ cells), whereas none of the colonies were seen in six clones. These results indicate a spontaneous nature of *DHFR* amplification during normal cell growth.

### Chromosome instability in Mre11-KD cells

To identify abnormal characteristics during normal cell proliferation that could underlie gene amplification proficiency, we investigated nuclear morphology and DNA content. Three observations were notable. First, large nuclei with increased DNA content (>4 N) were observed more frequently in Mre11-KD cells (4%) compared to control cells (1.8%) (Supplementary Figure S1A). Second, chromatin bridges were more common (3-fold, 2.9% in Mre11-KD cells versus 0.8% in control cells) (Supplementary Figure S1B). Chromatin bridges form when either a chromosome with two centromeres or a chromosome with incompletely replicated DNA is segregating (50). Finally, micronuclei, small chromatin masses comprised of either lagging or broken chromosomes, were also more frequent in Mre11-KD cells (Supplementary Figure S1C) (10% in Mre11-KD cells versus 2.8% in control cells). These observations suggest chromosomal instability of Mre11-KD cells. To assess the dynamic nature of this instability, we examined 25 single-cell-derived colonies after 7–9 cell divisions and evaluated cell number, nuclear size and the number of cells with micronuclei (Supplementary Figure S1D). Nuclei were on average larger and more heterogeneous in both the size and number within each colony of Mre11-KD cells. Furthermore, several colonies carried a large number of micronuclei; nine clones carried more than six cells with micronuclei per colony.

Increased DNA content (i.e. tetraploidization) could facilitate gene amplification, because all the genes become redundant and thus the genome can be modified without the risk of loss of essential genes (51). If tetraploidization precedes *DHFR* amplification, we should observe increased chromosome numbers in MTX-resistant cells. However, the number of chromosomes was similar between untreated and resistant cells (34–38 chromosomes) (Supplementary Figure S3). Some of the metaphases form MTX-resistant cells had only 24–28 chromosomes. Thus, cells with *DHFR* amplification most likely arose directly from cells with the same DNA content as parental cells.

### Increase in both ssDNA and dsDNA breaks during replication in Mre11-KD cells

Abnormal nuclear morphology can also reflect defects in DNA replication (50). We synchronized cells by mitotic shake-off (mechanical detachment by agitation of loosely attached cells undergoing mitosis from the adherent cell culture) and identified time points when the majority of cells were either in G1 (4–8 h) or in S (10–16 h) phase (Figure 2A). We first examined the phosphorylated histone H2AX (γ-H2AX), a marker for DSBs and stalled replication forks, by western blotting (Figure 2A, bottom). In contrast to the control cells, γ-H2AX gradually increased in S-phase from 12 h to 16 h in Mre11-KD cells. This increase in protein was correlated with the increase of cells with multiple γ-H2AX foci in S-phase: at 16 h 38% of cells exhibited multiple, small foci, compared with only 6% in control cells (Figure 2B). We also noticed that in G1 (at 4 h), Mre11-KD cells (and to a lesser extent control cells) contained cells with a few, large γ-H2AX foci that were different from the small foci in S-phase (see below and Figure 2F).

**Figure 2.**
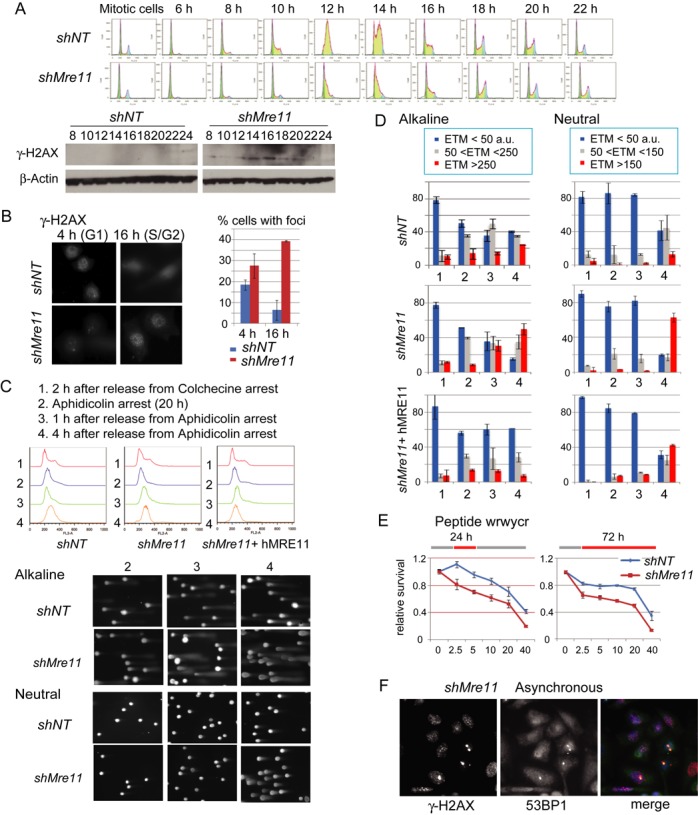
(**A**) Increased γ-H2AX in S-phase in Mre11-KD cells. *Top*: cells were collected by mitotic shake-off, and cell cycle progression was monitored at indicated time points by FACS. *Bottom*: western blotting analyses for γ-H2AX of the same samples. (**B**) Cells with multiple γ-H2AX foci are increased during S-phase in Mre11-KD cells. γ-H2AX immunostaining (*left*) and the percentage of cells with γ-H2AX foci at 4 h (G1) and 16 h (G2) after release (*right*) are shown. (**C**) Single cell electrophoresis (Comet) analysis. Experimental conditions (*top*), FACS profiles for each condition and genotype (*middle*) and representative gel images from control and Mre11-KD cells (*bottom*) are shown. Note that, in alkaline conditions, tail moments increased at 2 h after release from aphidicolin arrest (condition 3), whereas in neutral conditions tail moments increased at 4 h after release (condition 4). (**D**) DNA breaks during replication in Mre11-KD cells. The degree of DNA damage is evaluated as a tail moment. For each genotype, results in alkali (*left*) and neutral conditions (*right*) are shown. The experimental conditions (1, 2, 3 and 4 in X-axis) are indicated in C. Y-axis represents the fractions of cells with the indicated tail moments. (**E**) Mre11-KD cells are hypersensitive to peptide WRWYCR that binds to the four-way DNA junctions. WRWYCR was added to the media 24 h after plating the cells. *Left*: relative cell survival after the 24-h treatment followed by the 48 h of recovery without WRWYCR; *right*: relative cell survival after 72 h treatment with WRWYCR. (**F**) Co-localization of large γ-H2AX foci and 53BP1 nuclear bodies in post-mitotic cells. Nuclei from asynchronous Mre11-KD cells were stained with anti- γ-H2AX and anti-53BP1 antibodies. Post-mitotic (G1 phase cells) can be distinguished by their small size and paired localization.

We directly determined DNA lesions causing the S-phase specific increase of γ-H2AX. We examined both single-strand breaks (SSBs) and DSBs using the single cell gel electrophoresis assay (Comet assay). In Comet assay, broken, smaller DNA migrates away as the tails of the comet from undamaged, highly organized DNA in the heads of the comet by electrophoresis (Figure 2C, Supplementary Figure S4). Electrophoresis in alkaline (denaturing) gels can detect both SSBs and DSBs, whereas in neutral gels only DSBs can be detected. We used the ETM (defined as tail length x%DNA in the tail) as a measure of broken DNA (52) (Figure 2D). In G1 cells at 2 h after release from a colchicine block (referred to as cell population 1), roughly 80% of nuclei had very small ETMs (ETM<50, in blue) in both control and Mre11-KD cells. In cells arrested at early S-phase by the DNA polymerase inhibitor aphidicolin (cell population 2), nuclei with medium damages (in gray, 50<ETM<250 a.u. for an alkaline condition and 50<ETM<150 a.u. for a neutral condition) were increased in both control and Mre11-KD cells in alkaline condition, indicating that inhibiting DNA polymerase resulted in stalled forks, ssDNA gaps and SSBs. Resuming replication by releasing cells from aphidicolin block generated more SSBs and DSBs in Mre11-KD cells than control cells, indicating more stalled forks in Mre11-KD cells. At 1 h after release (cell population 3), Mre11-KD cells with severe damages (in red, ETM>250 a.u. for an alkaline condition and ETM>150 a.u. for a neutral condition) increased only in an alkaline condition, whereas at 4 h after release (cell population 4), such cells became abundant in both conditions. Therefore, SSBs preceded DSBs in Mre11-KD cells, strongly suggesting that stalled replication forks collapsed into broken forks. In contrast, <15% of nuclei had severe damages in control cells (in neutral conditions). Ectopic expression of human MRE11 (hMre11) in Mre11-KD cells partially rescued cells from severe damages; <40% of total nuclei showed severe damages at 4 h after release.

### Stalled and collapsed (broken) forks in Mre11-KD cells

Two experiments support the notion that stalled replication forks collapsed into broken forks after the release from aphidicolin block in Mre11-KD cells. First, checkpoint abrogation increased DSBs. In both yeast and human cells, an intra-S phase checkpoint stabilizes stalled forks and thus prevents fork collapse and breaks (36–39). We cultured cells with the ATM/ATR inhibitor caffeine, isolated DNA in agarose plugs and separated broken DNA from chromosomal DNA by pulse field gel electrophoresis (Supplementary Figure S5). Caffeine treatment increased smaller species of DNA (broken DNA) in Mre11-KD cells, but not in control cells. Second, we evaluated stalled/broken fork intermediate, Holliday junction-like four-way junctions (reversed forks) (53,54). Reversed forks could be more abundant in Mre11-KD cells than in control cells. To test this possibility, we measured the sensitivity to Holliday junction-binding peptide WRWYCR (55–57) (Figure 2E). WRWYCR binds to the center of four-way junctions *in vitro*, traps junctions inside living cells and causes cell death. We examined the sensitivity either after 24 or 72 h treatment. In both experiments, Mre11-KD cells were significantly more sensitive to WRWYCR than control cells.

Having abundant stalled and broken forks within a cell, Mre11-KD cells may have difficulty in completing replication before entering mitosis. We noticed a few, large γ-H2AX foci during G1 phase (Figure 2F): such foci could represent regions of under-replicated DNA. This can be addressed by immunostaining with 53BP1. 53BP1 forms large foci during M and G1 phase (53BP1 nuclear bodies) that co-localize with γ-H2AX at under-replicating regions (58,59). We found that 53BP1 nuclear bodies in G1 nuclei of Mre11-KD cells co-localized frequently with γ-H2AX foci and were often symmetrical between two daughter nuclei. These results indicate problems in completing replication in Mre11-KD cells.

### Mre11-KD cells activate both ATR and ATM in response to replication inhibitors, but not to DSBs

The abundant stalled and broken forks in S-phase can activate intra-S and G2/M cell cycle checkpoints. However, although at a decreased rate (Figure 1B), Mre11-KD cells proliferated well, suggesting that checkpoints were to some extent impaired. To test this possibility, we treated cells with etoposide for 24 h, then labeled with 5′-ethynyl-2′-deoxyuridine (EdU) and analyzed the EdU incorporation by FACS (Figure 3B). The fraction of EdU-positive cells represent cells failed to arrest upon etoposide treatment and continued DNA replication. Without etoposide, similar fractions (45–50%) of cells were EdU-positive in control and Mre11-KD cells. However, with increasing concentrations of etoposide, Mre11-KD cells escaped from arrest more often than control cells. For example, at the maximal dose of 1 mM etoposide, 25% of Mre11-KD cells were EdU-positive whereas only 7% of control cells were EdU-positive. In contrast, Mre-11 KD cells arrested as efficiently as control cells in response to CPT (Figure 3A). EdU-positive cells were equally absent after CPT treatment in both Mre11-KD cells and control cells, indicating that cell cycle progression was efficiently blocked by replication inhibitors.

**Figure 3.**
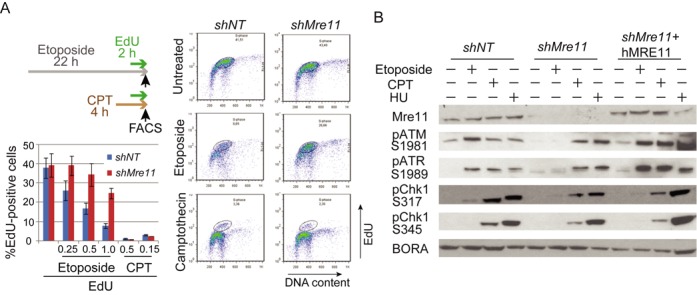
(**A**) Activation of intra-S and G2/M checkpoint in response to DNA damaging agents. Checkpoint activation was compromised in response to etoposide, but not to the replication inhibitor CPT in Mre11-KD cells. Experimental designs (*top left*): cells were treated either etoposide (22 h) or CPT (4 h). EdU was added for 2 h before FACS analyses. *Right*: profiles of cells with EdU incorporation for untreated cells (*top*), cells treated with etoposide (*middle*) and cells treated with CPT (*bottom*). Circles indicate cells with replicating DNA (labeled with EdU). *Left bottom*: histograms of EdU-positive cells. Several concentrations of agents were used. Note that EdU-positive cells are more abundant in Mre11-KD cells than in control cells when treated with etoposide, but not with CPT. (**B**) Activation of intra-S and G2/M checkpoint kinases in response to DNA damaging agents. Mre11-KD cells lack activation of ATM, ATR and Chk1 checkpoint kinases in response to etoposide, but not to replication inhibitors. Cells were treated as indicated, and activating phosphorylation of kinases was monitored by western blotting. Staining for Bora was used as a loading control.

To investigate the molecular basis for the different outcomes between DSB induction and replication inhibition, we examined the activation of checkpoint kinases. We used activation-specific antibodies for checkpoint kinases: phosphorylated ATM (Ser1981), ATR (Thr1989) and Chk1 (Ser317 and 345) (Figure 3B) (60). (We could not determine an appropriate antibody for hamster Chk2 kinase.) Although both ATM and ATR (and downstream Chk1) were activated efficiently in both cell types by hydroxyurea and CPT treatment, such activation was missing in Mre11-KD cells in response to etoposide treatment. Expression of human MRE11 in Mre11-KD cells restored the activation of ATM and ATR. These results indicate that Mre11 is required for ATM/ATR-mediated cell cycle arrest in response to DSBs but is not required for the arrest in response to replication inhibition.

### ATM/ATR-mediated checkpoint suppresses gene amplification

In the previous sections, we showed that Mre11-KD cells have (1) increased DNA breaks during replication and (2) impaired checkpoint response to DSBs. Because DSBs promote gene amplification proficiency, the gene amplification proficiency in Mre11-KD cells could be solely due to the increase in DSBs. To determine whether this checkpoint defect itself could contribute to gene amplification proficiency, we measured gene amplification frequency in cells with either intact or impaired checkpoint using our I-SceI DSB-induced *DHFR* amplification system in CHO-dhfr- cells (D79IRSce) (8). In this system, an I-SceI-mediated chromosome break is induced next to a short (79 bp) inverted repeat sequence and promotes palindromic gene amplification of the *DHFR* transgene.

An I-SceI expression vector was transiently transfected into D79IRSce cells and MTX selection was conducted either in the presence or absence of caffeine (Figure 4A). Consistent with previous results, DSBs promoted gene amplification: cells transfected with an I-SceI expression vector exhibited significant increase of MTX-resistant colonies compared to cells transfected with a GFP expression vector. When cells with DSBs were selected by MTX in the presence of caffeine, colonies increased further (3–4-fold) (Figure 4B) (Supplementary Table S3). Southern blotting and restriction mapping was conducted for DNA from MTX-resistant cells (colonies), and we confirmed that MTX resistance of caffeine-treated cells was due to palindromic gene amplification (Figure 4C). These results indicate that an impaired ATM/ATR-mediated checkpoint can independently promote palindromic gene amplification.

**Figure 4.**
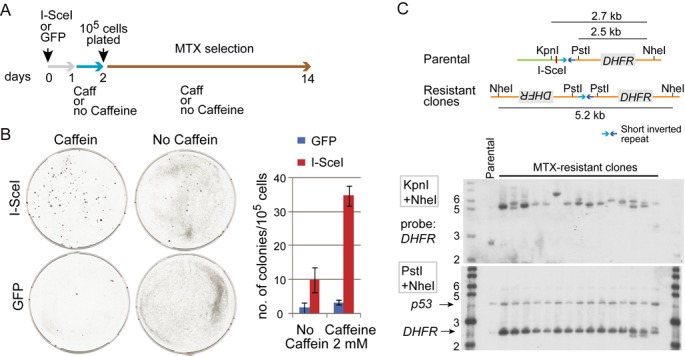
ATM/ATR checkpoint independently suppresses gene amplification proficiency. (**A**) Experimental design. Cells with wild-type Mre11 were transiently transfected with either I-SceI endonuclease expression vector (inducing a site-specific chromosomal DSB) or a control, GFP expressing vector. 10^5^ cells were plates and selected with MTX for 12 days. (**B**) MTX-resistant colonies arise more frequently cells with checkpoint abrogated by the treatment with caffeine. *Left*: representative plates from each experimental setting. *Right*: the average number of MTX-resistant colonies from three independent experiments. (**C**) Palindromic gene amplification in cells resistant to MTX. *Top:* double digest of DNA with *KpnI* and *NheI* confirmed that all the resistant cells underwent palindromic *DHFR* duplication. Briefly, the *KpnI* site was located distal to the *I-SceI* site and, if a DSB occurred at the *I-SceI* site and induces palindromic duplication, the *KpnI* site would be lost and the *NheI* fragment would be detected by a probe (*DHFR*). Consistent with palindromic duplication, all the resistant cells exhibited fragments of roughly 5 kb in size. *Bottom*: double digest of DNA with *PstI* and *NheI* confirmed *DHFR* amplification. This double digest yielded a 2.5 kb fragment from both parental and resistant cells, and the intensity of the fragment represented the copy number of *DHFR*. In all resistant cells, the intensities were much higher than that of parental cells (designated as P).

### Global transcriptional changes associated with Mre11 deficiency

When we first introduced *Mre11* shRNA into cells, we observed growth arrest of the cell population; however, after several days in culture, cells resumed growth at a decreased rate (Figure 1B). Since Mre11 is essential for cell survival, some compensatory adaptive processes could take place and enabled cells to proliferate. To determine molecular signatures behind these changes, we performed global gene expression analysis using RNA-seq technology (Table 1, Supplementary Tables S4 and S5). 

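Libraries were prepared from 2 samples of Mre11-KD cells and 2 samples of control cells infected with the lentivirus expressing GFP. The methods describe a pool of infected cells and duplicate library construction, and they name no independent infections. The authors' P-values therefore reflect duplicates and not separate knockdowns. These control cells received GFP in place of a non-targeting shRNA, so an effect of expressing an shRNA is not separated from that of low Mre11. Both populations derive from a clone of CHO cells, a line from Chinese hamster ovary. The authors aligned short single-end reads to the C_griseus_v1.0 assembly with TopHat, counted the reads on each exon and compared the groups with edgeR. Their deposited table has 117412 entries, of which 117382 are exons. Each entry has a log2 fold change of Mre11-KD over control cells, a log2 CPM averaged over all libraries, a P-value and an FDR. The table also has 4 columns of reads per exon under headings that name no sample, and these columns were not used here. For this reason no value is given per library, the depth of the libraries is known only from the read numbers in the methods, and the spread between duplicates enters only through the authors' P-values. The direction of the fold change was taken from Table 1B. There Exo1 and LIG4 have fold changes of 0.5 and 0.67, and their P-values are those of single entries with a log2 fold change below 0. Entries without a gene identifier (19) were left out, and an exon listed more than once for a gene with the same values was counted once. This left 116146 exons of 13610 genes, with a median of 5 exons per gene and 3633 genes with 1 exon. Listings with differing values stayed separate, so exon numbers and summed CPM may be too high for genes with several transcripts. The median exon had a log2 CPM of 1.45. The log2 fold change of a gene is the median over its exons, and its abundance is the sum of their CPM. Its P-value combines the exons' P-values by Simes' method, and the adjusted P-value is the Benjamini-Hochberg adjustment over all 13610 genes. A small P-value from Simes' method can rest on 1 exon of the gene. The paper's threshold for a gene is a P-value under 0.005. Exons of a gene were measured in the same libraries, so the range over exons shows how uniform a change is along the mRNA and is not a replicate error. Across all genes the median log2 fold change was 0.083, and it ran from 0.23 for genes with a log2 CPM of 0 or less to -0.081 for genes above 8. A list of genes is described by the median of its genes and by the percentile of that median among 10000 random lists of the same size, matched on abundance in 20 bins. The percentile describes these libraries and is not a test of replicates.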

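The table lists the gene as Mre11a, with 19 exons. Its median log2 fold change was -2.23, a fold change of 0.213, with an adjusted P-value of 6.40e-20 from Simes' method, and all 19 exons were lower in Mre11-KD cells. The log2 fold changes of 18 exons lay between -4.30 and -1.47, with a median of -2.25. The last exon of the annotation had a log2 fold change of -0.69 and a P-value of 5.50e-10 in the authors' deposited table, and it held 42.2% of the gene's CPM. Weighting each exon by its abundance therefore gave -1.49, a fold change of 0.355, and -2.24 without the last exon. On the RefSeq assembly CriGri-PICRH-1.0, 2 other genes overlap Mre11, and the methods do not say that reads were assigned by strand. Whether these genes reach the last exon was not examined.

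**Figure D1:**
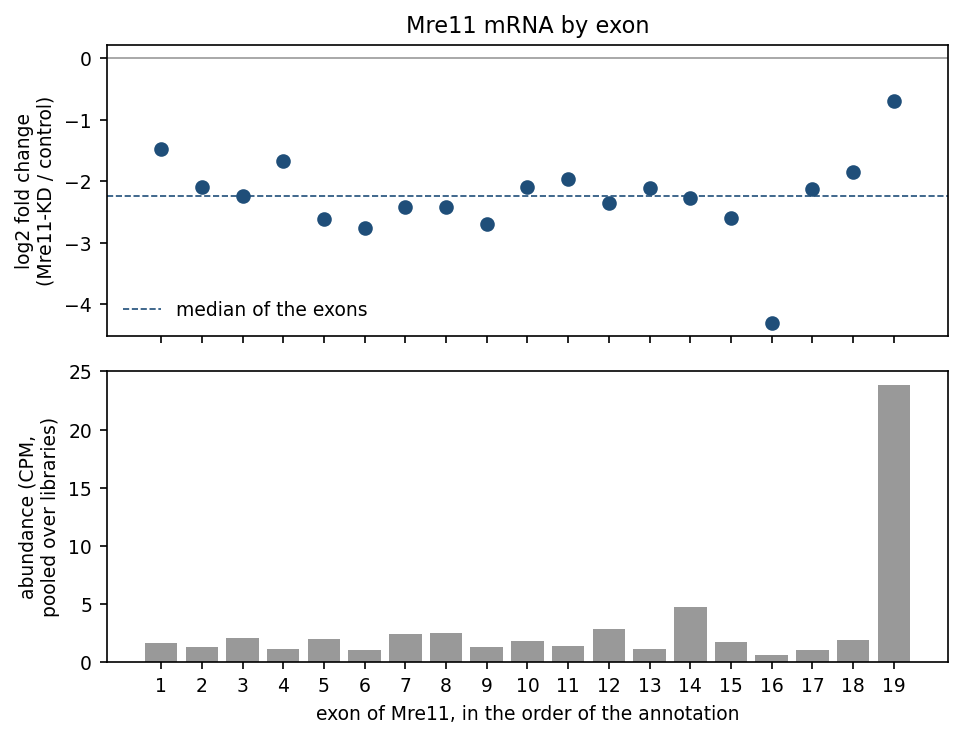
Log2 fold change of Mre11-KD over control cells (upper panel) and abundance in CPM pooled over all libraries (lower panel) for the 19 exons of Mre11 in the order of the annotation; the dashed line is the median of the exons, -2.23. The last exon, at -0.69, is the most abundant and the least reduced.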

First, we confirmed the significantly reduced mRNA abundance of *Mre11* (1714 and 2041 reads for control cells versus 632 and 721 reads for Mre11-KD cells, *P* < 10^−5^). Using Database for Annotation, Visualization and Integrated Discovery, we examined functional annotation of genes that showed significant differential expression between control and Mre11-KD cells (*P* < 0.005, Table 1A; Supplementary Table S4). 

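With the exons combined by Simes' method, 2817 genes were higher and 1640 genes were lower in Mre11-KD cells at the paper's threshold. After Benjamini-Hochberg adjustment over the 13610 genes, 3505 were higher and 2085 lower at an adjusted P-value under 0.05. Of the 4554 genes with several exons that passed the adjusted threshold, 940 (20.6%) had exons of either direction. The way exons were combined moved these numbers most. When the sum of a gene's exon P-values was used in place of Simes' method, 842 genes were higher and 618 lower at the paper's threshold. The sum grows with the number of exons: it called 21.5% of the genes with 1 exon and 1.57% of the genes with 20 or more exons, whereas Simes' method called 21.5% and 38.6%. The enrichment of gene ontology categories was not analysed here.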

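The table holds 14 of the 18 tubulin genes looked up, and all 14 were lower in Mre11-KD cells, 12 of them with an adjusted P-value under 0.05 from Simes' method. Their median log2 fold change was -0.91, below that of every one of the 10000 random lists, whose central 95% ran from -0.19 to 0.33. The most abundant, TUBA1B, had a log2 fold change of -1.11 over 4 exons at 2175 CPM (adjusted P-value 3.74e-24). TUBA3A fell furthest, with a log2 fold change of -4.34, but on a single exon of 0.591 CPM, and TUBB3 had -0.78 on a single exon of 3.21 CPM. Similar tubulin genes may share reads (TUBA1C has 3 gene identifiers in the table), and how reads were divided among them is uncertain. The similarity of their sequences was not examined. TUBD1 and TUBE1 changed least, with log2 fold changes of -0.080 and -0.28 that did not pass the adjusted threshold. Among the other genes, TTF2 had a log2 fold change of -1.54 with all 23 exons lower (adjusted P-value 1.32e-26). EIF6, taken here as the gene written ELF6, had -0.73, IPO5 -0.68, FBXO5 -0.80 and PTRF, listed as Cavin1, -0.45. NPM1 has 2 gene identifiers in the table with log2 fold changes of -0.54 and -0.55, and each is uncertain because copies can share reads. The 7 tubulins other than TUBA3A, TUBB2C, TUBA4A, TUBG1, TUBA1B, TUBB3 and TUBA1C had a median of -0.89.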

The most significantly downregulated category (protein complex assembly) included genes that promote several cellular processes: *TUBA3A, TUBB2C, TUBA4A, TUBG1, TUBA1B, TUBB3* and *TUBA1C* (microtubule assembly), *PTRF* (transcription of ribosomal RNA genes), *ELF6* (translation initiation factor), *TTF2* (transcription termination and pre-mRNA splicing), *IPO5* and *NPM1* (trafficking between nucleus and cytoplasm), *FBXO5* (ubiquitin protein ligase complex). 

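Lists of genes written without sight of the values were compared with random lists. All 20 genes of the G1/S list were lower in Mre11-KD cells, 17 of them with an adjusted P-value under 0.05 from Simes' method, and their median log2 fold change was -0.50. In the G2/M list 32 of 33 genes were lower, 22 of them past that threshold, with a median of -0.39. Of 26 genes of replication initiation, 23 were lower and 18 passed the threshold, with a median of -0.46. Of 27 genes of replication elongation, 24 were lower and 14 of these passed, with a median of -0.29, while Prim1 was higher (0.30, adjusted P-value 0.025). None of the 10000 random lists had a median as low as any of these 4 lists. The 34 genes of double-strand break repair and signalling had a median of -0.040, at percentile 5.94 and within the central 95% of random lists (-0.071 to 0.26). In this list 6 genes were lower and 6 higher past the adjusted threshold. Counting only exons with a log2 CPM of at least 1 left 30 of the repair genes, with a median of 6.47e-04.

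**Figure D2:**
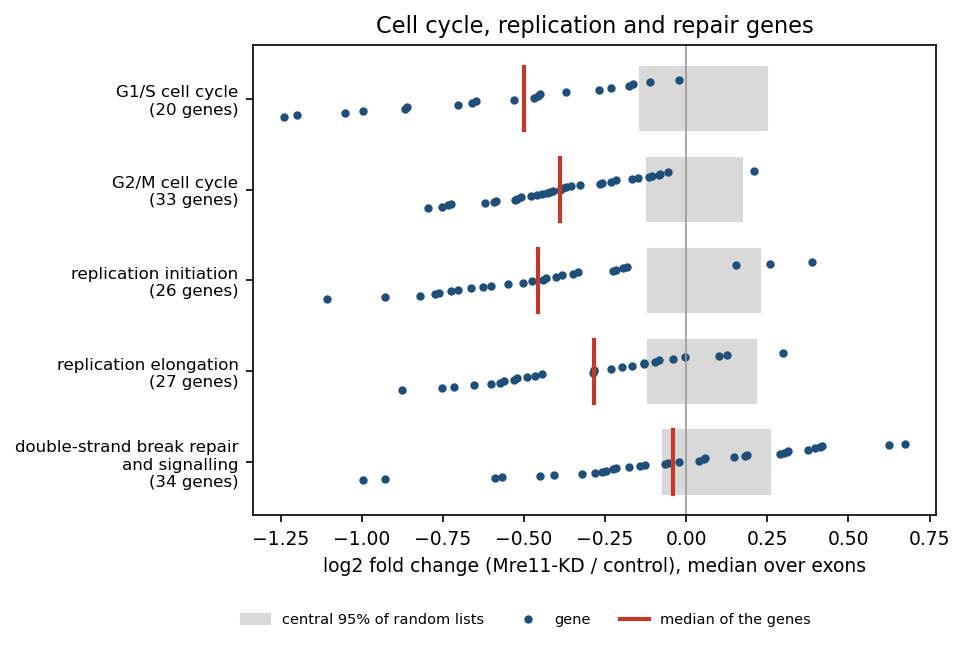
Log2 fold change of Mre11-KD over control cells for each gene (points, median over exons) in 5 lists, with the median of the list (red line) and the central 95% of the medians of 10000 random lists matched on abundance (grey). The medians of the cell cycle and replication lists, from -0.50 to -0.29, lie below the grey range, and the median of the repair list, -0.040, lies within it.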

We also noted that many genes involved in cell cycle progression, DNA replication and repair were downregulated. Such genes included *Cyclin E1, Rad18, CDC6, Cdt1, Exo1* and *Ligase IV* (Table 1B). 

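Cyclin E1 had a log2 fold change of -0.99, with 8 of 8 exons lower between -1.24 and -0.76 (adjusted P-value 1.43e-06 from Simes' method). Ligase IV is a single exon in the table, with a log2 fold change of -0.59 at 12.8 CPM (adjusted P-value 6.34e-05). Rad18 had a log2 fold change of -0.45, and its 12 exons lay between -0.88 and -0.024. Its adjusted P-value was 0.049 with Simes' method, 0.12 with the median of the exon P-values and 1 with their sum. Every exon of CDC6, Cdt1 and Exo1 was lower in Mre11-KD cells (11, 10 and 14 exons).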

Global downregulation of these genes may indicate an alternative adaptive way for a cell with defective intra-S phase checkpoint to slow down replication in the presence of broken forks, which would provide more time for resuming replication (see the discussion).

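The fall did not rest on the genes named so far. Without the genes that the paper names, the median log2 fold change was -0.43 for 23 genes of replication initiation, -0.47 for 19 genes of the G1/S list and -0.37 for 30 genes of the G2/M list, and no random list was as low. The other 26 genes of double-strand break repair and signalling had a median of -9.00e-03, at percentile 15.2. Among genes of S-phase, Rrm2 had a log2 fold change of -1.05, Skp2 -1.20, E2f2 -1.24, Pcna -0.72 and Clspn -0.88, each with all exons lower and an adjusted P-value under 0.05. Cdk2 (-0.021) and Rfc5 (-0.0045) did not pass that threshold. From the lower expression of cell cycle, replication and repair genes, the paper proposes that cells with a defective intra-S phase checkpoint adapt by slowing replication in the presence of broken forks, which would leave more time to resume replication.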

**Table 1.** Differentially Expressed Genes

A					B		
Category	GO ID	GO term	Fold enrichment	*P*-value	Genes	Fold change (Mre11-KD/Con)	*P*-value
Mre11-knockdown > Control					Exo1	0.5	4.71E-17
Cholesterol biosynthesis	GO:0016126	sterol biosynthetic process	16.3	5.30E-13	RCC1	0.56	1.40E-06
	GO:0006695	cholesterol biosynthetic process	18.22	8.88E-12	LIG4	0.67	9.01E-06
Inflammatory response	GO:0006954	inflammatory response	3.1	2.49E-05	UBE2C	0.59	1.18E-05
	GO:0009611	response to wounding	2.41	1.62E-04	NTBP	0.64	2.14E-05
Regulation of cell proliferation	GO:0008285	negative regulation of cell proliferation	2.8	2.46E-04	EID1	0.74	4.39E-05
	GO:0042127	regulation of cell proliferation	1.94	7.92E-04	CCNE1	0.5	0.0003
					CDC6	0.45	0.0004
Control > Mre11-knockdown					RAN	0.64	0.0005
Protein Polymerization	GO:0051258	protein polymerization	14.53	1.02E-06	BIRC5	0.64	0.0008
	GO:0043623	cellular protein complex assembly	6.73	1.70E-05	CDT1	0.52	0.0013
Cell Cycle, DNA metabolism	GO:0007049	cell cycle	2.85	1.03E-05	PIN1	0.72	0.0019
Protein Transport	GO:0006913	nucleocytoplasmic transport	6.06	3.44E-04	MCM3	0.6	0.0022
	GO:0051169	nuclear transport	5.93	3.90E-04	NPM1	0.68	0.0023

A. Gene ontology analysis for differentially expressed genes between Mre11-KD cells and control cells. Three hundred eighty-nine upregulated genes and 187 downregulated genes were analyzed. Top three categories based on the significance value with GO ID and enrichment scores (enrichment) were listed. Enrichment was calculated as the number of genes that were called in the list/list total (either 389 or 187) divided by the total number of genes in the GO category/total number of genes annotated in the genome (13 588).

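With NTBP taken as Naxe, 13 of the 14 genes of Table 1B were lower in Mre11-KD cells at the paper's threshold with Simes' method, and all 13 had an adjusted P-value under 0.05, whether adjusted over all 13610 genes or over the 14 genes alone. Since the list is the paper's own choice from these data, the second adjustment shows no stability. UBE2C had a log2 fold change of -0.75 over 6 exons (adjusted P-value 4.72e-07) and EID1 -0.43 on its single exon. RCC1 had -0.94 over 25 exons (adjusted P-value 2.25e-11), but the table lists 3 gene identifiers with this product, RAN also has 3, and these values are uncertain because such copies can share reads. RAN had -0.52 over 4 exons, and survivin, the product of BIRC5, -0.59 over 3 exons. NTBP is not a symbol of the table, and which gene it names is uncertain. Naxe, the NAD(P)HX epimerase gene, was higher in Mre11-KD cells, with a log2 fold change of 0.33 and 5 of 6 exons higher (adjusted P-value 7.36e-04). Mtbp, a gene with a similar symbol that was chosen after its values were seen, was lower, with a log2 fold change of -0.68 and 3 of 3 exons lower (adjusted P-value 1.12e-06). With Mtbp in place of Naxe, all 14 genes were lower.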

B. Genes in the cell cycle and DNA metabolism category that are significantly downregulated in Mre11-KD cells. Both fold increase and significance value are shown.

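The list of cholesterol synthesis had 20 of its 21 genes in the table. All 20 were higher in Mre11-KD cells, 18 of them with an adjusted P-value under 0.05 from Simes' method, and their median log2 fold change was 1.03. No random list had a median as high, and the central 95% of their medians ran from -0.18 to 0.17. Of other targets of the SREBP transcription factors, which switch on sterol and fatty acid genes when sterol is low, 11 were in the table and all were higher, with a median of 0.60. Only 5 of the 10000 random lists were as high. Of the 11 genes, 9 passed the adjusted threshold, among them Insig1 with a log2 fold change of 1.19 and Srebf2 with 0.81, while Srebf1 (0.54) and Fasn (0.14) did not. For inflammation, 5 of the 7 complement genes in the table were higher past that threshold.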

We found that genes involved in steroid biosynthesis and inflammation comprised two clusters that were most significantly upregulated in Mre11-KD cells. We found that several enzymes in this pathway including *HMGCS1, MVD, IDI1, FDPS, FDFT1, CYP51, SC4MOL, NSDHL* were simultaneously upregulated. This upregulation is notable, given the fact that Mre11-KD cells proliferate slowly and thus have presumably less demand for steroids for cellular structural constituents. 

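Every exon of these 8 genes was higher in Mre11-KD cells. HMGCS1 had a log2 fold change of 1.34 (11 exons between 1.12 and 1.41, adjusted P-value 4.10e-36 from Simes' method). FDPS had 1.56 (10 exons between 1.51 and 1.64, adjusted P-value 1.48e-58), MVD 1.54, IDI1 1.53, NSDHL 1.30, SC4MOL 1.05, FDFT1 1.02 and CYP51 0.91. The 12 other enzymes in the table had a median of 0.79. The largest change of the pathway was that of lanosterol synthase, LSS, with a log2 fold change of 1.99 over 22 exons. LBR (0.16) and HSD17B7 (0.34) did not pass the adjusted threshold. ACAT2 has 2 gene identifiers in the table, with log2 fold changes of 1.41 and 1.28 that are uncertain because copies can share reads.

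**Figure D3:**
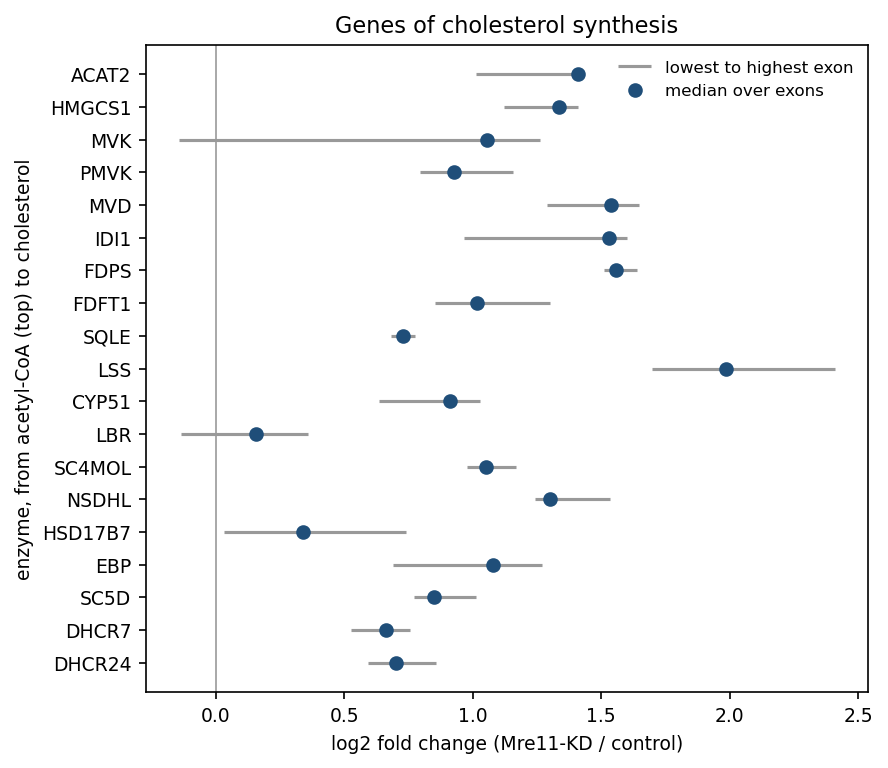
Log2 fold change of Mre11-KD over control cells for 19 genes of cholesterol synthesis, ordered from acetyl-CoA to cholesterol; points are medians over exons and lines run from the lowest to the highest exon. All medians lie above 0, from 0.16 (LBR) to 1.99 (LSS).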

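LIF had a log2 fold change of 1.13 over 2 exons (adjusted P-value 3.50e-13 from Simes' method), and SQSTM1 had 0.78 over 7 exons (adjusted P-value 5.77e-10). TNFSF15 had 7.73, on a single exon of 0.655 CPM. TMEM173, listed in RefSeq as Sting1, had 6.17 over 6 exons, between 4.74 and 9.24, at 9.39 CPM (adjusted P-value 5.82e-40). With so little expression in control cells, the size of such a fold change is imprecise. Of 29 complement genes looked up, 7 were in the table, with a median log2 fold change of 1.28 against -0.28 to 0.50 for the central 95% of random lists. C3 rose most, with 5.14 over 40 exons at 79.01 CPM (adjusted P-value 4.83e-37). C1s had 1.60, CD59 1.28 and C1r 0.66. Complement factor H, with 3.08, has 3 gene identifiers in the table that can share reads. C3ar1 was lower (-0.42, adjusted P-value 0.014), and Masp2 (-0.46) did not pass the adjusted threshold.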

The immune response group included genes involved in stimulation of proliferation leukemia inhibitory factor (LIF) and NF-kappaB and MAP kinase activation (*SQSTM1, TNFSF15*), various complement components, as well as genes involved in detection of abnormal and foreign molecules, including DNA in the cytoplasm (*TMEM173* (STING)). The genes involved in recognition of abnormal molecules could have a causative role in stimulation of the immune system, because, under replication stress, the cell may be overloaded with resected pieces of DNA. Such DNA ‘leakage’ to the cytoplasm may result in activating immune response through the STING recognition pathway (61).

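Of the 6 genes of cytosolic DNA sensing in the table, STING and Irf3 were higher past the adjusted threshold. Irf3 had a log2 fold change of 1.00, with 8 of 8 exons higher (adjusted P-value 2.55e-08 from Simes' method). The DNA sensor cGAS was lower, with a log2 fold change of -0.20 and 4 of 4 exons lower (adjusted P-value 0.0073). That call rests on 1 exon, with a P-value of 5.2e-04 in the authors' comparison, since the 4 exon P-values sum to 2.11. A fall along the whole cGAS mRNA is therefore not shown. Trex1 (0.29), Ddx41 (0.16) and the kinase Tbk1 (-0.16) did not pass the adjusted threshold. The median of the 6 genes was 0.23, at percentile 72.7 of the random lists. Interferon-stimulated genes had a median of 0.44 over 18 of 31 genes, at percentile 98.9. Among them 8 were higher past the adjusted threshold, including Irf9 (1.47) and Irf7 (1.18), and Psmb8 was lower (-0.55). Counting only exons with a log2 CPM of at least 1 left 12 of these genes, with a median of 0.25 at percentile 86.4, within the central 95% of random lists. Targets of NF-kappaB had a median of 0.064 over 14 genes, at percentile 51.0, but 6 of them were higher and 3 lower past the adjusted threshold, and the genes ranged from -0.45 to 6.18.

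**Figure D4:**
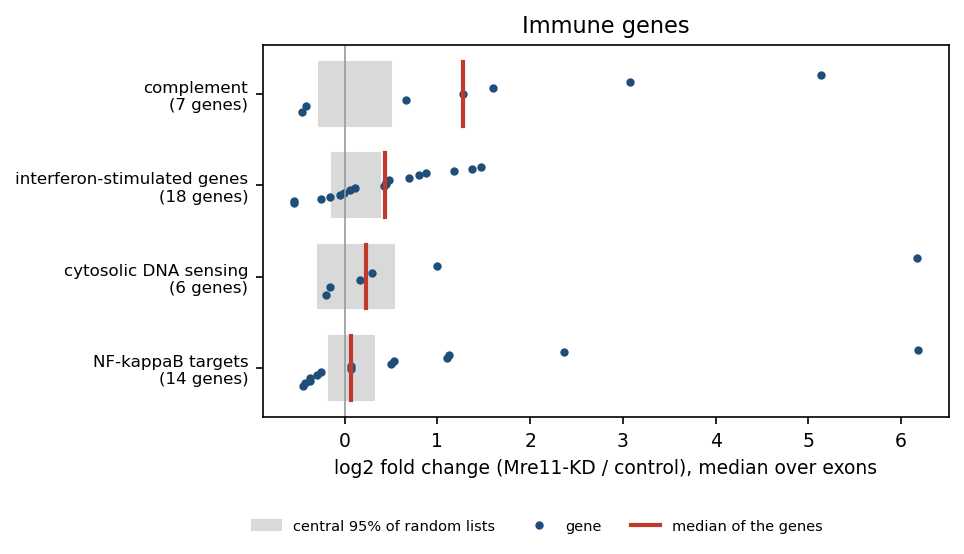
Log2 fold change of Mre11-KD over control cells for each gene (points, median over exons) in 4 lists of immune genes, with the median of the list (red line) and the central 95% of the medians of 10000 random lists matched on abundance (grey). The complement list has its median at 1.28, above the grey range, and the medians of the DNA sensing (0.23) and NF-kappaB (0.064) lists lie within it.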

## DISCUSSION

Gene amplification underlies aggressive tumor phenotypes by promoting cancer progression and therapy resistance. Despite the clinical importance, it is still unclear what renders cells proficient for gene amplification. We addressed the issue by creating genetically altered cells (Mre11-KD cells) that suffer from severe replication stress.

### The MRN complex prevents replication-associated DSBs

Mre11-KD cells experienced the increase of both ssDNA and dsDNA breaks during S-phase, indicating that the MRN complex prevents replication-associated breaks. This is consistent with the previous observation using *Xenopus* extracts (32,33), and explains why *Mre11*-null cells cause severe growth defects in higher eukaryotes (29–31). In yeast, *Mre11*-null strains are viable; however, growth defects were noted (62). Therefore, an evolutionary conserved role of the MRN complex is to ensure successful duplication of the genome by preventing spontaneous (endogenous) DSBs under normal growth conditions.

How do endogenous breaks arise during replication when MRN function is impaired? Our results collectively revealed that replication fork collapsing is a source of breaks in Mre11-KD cells: (i) SSBs precede DSBs (Figure 2C and D), (ii) DSBs are increased by checkpoint abrogation (Supplementary Figure S5) and (iii) Holliday junction-like structures, inferred by the sensitivity to a peptide WRWYCR, are more abundant in Mre11-KD cells (Figure 2E). Therefore, during replication, Mre11-KD cells likely experience massive fork reversals leading to fork collapses (Figure 5). The prevention of fork reversal by Mre11 has been noted previously in yeast when replication forks encountering an HO endonuclease-induced DSB (terminal forks) were examined (63). Two possible scenarios explain how the MRN complex prevents fork reversal in Mre11-KD cells. First, the MRN complex can play an active (structural) role by tethering sister chromatids together and preventing branch migration that leads to fork reversal. Second, four-way junctions can arise as a passive outcome of the failure to fork restart.

**Figure 5.**
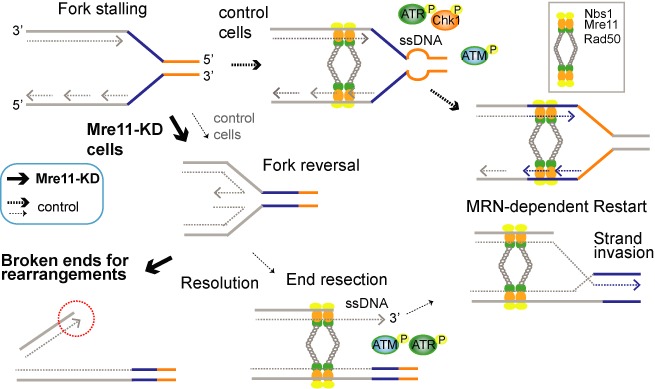
Model: the source of DNA breaks in Mre11-KD cells and mechanism of the MRN-dependent fork restart. Fork stalling, reversal and resolution results in one-ended DSBs for a substrate of rearrangement and gene amplification (thick solid line). In control cells with a sufficient MRN complex, fork restart is facilitated before fork reversal (thick dotted lines). Restart from one-ended breaks can also be facilitated by MRN-dependent activation of ATM/ATR and end resection (thin dotted line).

### Checkpoint defects in Mre11-KD cells

Mre11-KD cells were defective in executing checkpoint functions when cells to DSBs. Incomplete cell cycle arrest by etoposide was associated with the lack of the activation of ATM and ATR (Figure 3). This is consistent with the fact that the MRN complex is needed to activate ATM (22,23). The lack of ATR phosphorylation after etoposide treatment may indicate that processing of DSB ends into ssDNA was also compromised in Mre11-KD cells due to the lack of end resection (nuclease activity of Mre11). In contrast, we found a comparable level of both cell cycle arrest and ATR-Chk1 activation between control and Mre11-KD cells in response to replication inhibitors. Therefore, checkpoint for replication-associated ssDNA lesions was maintained in Mre11-KD cells.

In endogenous conditions, the uncoupling of replicative helicases and polymerases at stalled forks could lead to the accumulation of ssDNA and the subsequent activation of ATR and Chk1 (64,65). This activation can stabilize stalled forks and prevent fork collapse. In this regard, it is noteworthy that in Mre11-KD cells, despite having an activation of ATR-Chk1 to ssDNA, the increase in ssDNA lesions in S-phase (Figure 2D) was followed by a dramatic increase in DSBs. Therefore, in addition to the ATR-Chk1 checkpoint, the MRN complex *per se* is needed to protect stalled forks from collapsing in mammalian cells, as recently reported for yeast (66,67).

Taken together, the MRN complex is needed to suppress replication-associated DSBs, most likely by preventing fork reversal and facilitating the restart of stalled replication forks (Figure 5, top). One-ended replication-associated DSBs could offer another opportunity for the MRN complex to execute fork restart (68,69) (Figure 5, bottom). Such restart could require all three functions of the MRN complex: signaling function through ATM, structural function for holding sister chromatids together and nuclease function for processing one-ended DSBs. These processes ensure effective strand invasion into the sister chromatid for the reestablishment of the replication fork.

Finally, the fact that Mre11-KD cells could still proliferate with broken forks also suggests that there might be an alternative, MRN-independent fork restart mechanism from broken forks (63), although we cannot rule out the possibility that a residual amount of MRN activity in Mre11-KD cells was sufficient for the restart.

### Replication fork restart and cell viability in Mre11-KD cells

Our transcriptome analysis revealed that genes involved in DNA metabolism and replication were significantly downregulated in Mre11-KD cells. 

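Over the 14 exons of Exo1 the median log2 fold change was -0.995, with a range from -1.51 to -0.50, at 28.3 CPM. The adjusted P-value from Simes' method was 7.70e-06, and the lowest P-value of any of its exons in the authors' deposited table was 6.09e-08. The same deposited table also has an entry for the whole mRNA of Exo1, with a log2 fold change of -1.02 and a P-value of 4.71e-17. Its entry for a coding region of Exo1 has a log2 fold change of -0.76 and a P-value of 0.0071, at a log2 CPM of 0.64. Whole mRNAs or coding regions are listed beside the exons for 16 genes, all with exonuclease in their product name. By Simes' method Exo1 was at place 10 among the genes of Table 1B and, over genes of every function, at place 486 of the 5770 with a lower median. Likewise without limit to DNA metabolism and replication, 175 exons of 72 genes in the authors' deposited table were lower with a smaller P-value than the mRNA of Exo1, the smallest being an exon of Hnrnpd (2.49e-134).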

Among the genes, Exo1 is the most significantly downregulated gene (*P* < 10^−16^). Exo1 is a 5′ to 3′ exonuclease that co-operate with MRN-CtIP for the end resection of DSBs. Exo1 generates a long stretch of ssDNA that recruits ssDNA binding protein Replication Protain A (RPA) for checkpoint activation, strand invasion and HD repair (70,71). At stalled replication forks, Exo1 prevents fork reversal (in *Saccharomyces cerevisiae*) and promote Rad52 loading for recombinational restart (in *Schizosaccharomyces pombe*) (54,72). Thus, downregulation of *Exo1* could underlie the increased fork reversal and broken forks in Mre11-KD cells.

The significance of fork restart in eukaryotes remains unclear, because eukaryotic genomes carry multiple replication origins and converging forks could complete DNA replication when replication forks stall. However, the fact that genes in two replication fork protection systems, ATR (73) and Mre11, are required for cell viability indicates the essential role of fork restart in completing genome duplication in mammalian cells. In Mre11-KD cells, the transcription of genes that promote replication initiation (74,75), including *CDC6* (*P* = 0.0001), *Cdt1* (*P* = 0.001) and *MCM3* (*P* = 0.001), were significantly downregulated (Table 1B). Thus, promoting replication initiation unlikely rescues broken forks in Mre11-KD cells, but an alternative, Mre11-independent fork restart could sustain the viability.

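CDC6 had a log2 fold change of -1.11, its 11 exons lying between -1.38 and -0.97 (adjusted P-value 9.69e-11 from Simes' method). Cdt1 had -0.93, with 10 exons between -1.15 and -0.74 (adjusted P-value 4.65e-08), and MCM3 had -0.72, with 17 exons between -1.33 and -0.56 (adjusted P-value 1.25e-09). At the paper's threshold 18 of the 26 initiation genes were lower by Simes' method. By the sum of the exon P-values, CDC6, Cdt1 and MCM3 were the only 3. The other genes of the MCM2-7 helicase were lower as well, from -0.82 for Mcm2 to -0.35 for Mcm6, and every exon of Mcm2, Mcm4, Mcm5, Mcm6 and Mcm7 was lower. Orc3 (0.39), Orc4 (0.26) and Gins3 (0.15) had medians above 0 that did not pass the adjusted threshold. Dbf4 (-0.18) and Cdc7 (-0.22), which form the kinase that fires origins, did not pass it either.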

### Mechanism of gene amplification in Mre11-deficient cells

In addition to the increase in DSBs and checkpoint defects, the observed intra-chromosomal amplification of the *DHFR* genes may indicate the previously defined role of Mre11 in suppressing palindromic gene amplification. Intra-chromosomal amplification can arise by several mechanisms, including limited re-replication of genomic segments, double rolling circle replication and Breakage-Fusion-Bridge (BFB) cycles (8,76–79). Among these mechanisms, BFB cycles involve hairpin-capped chromosomes as intermediates that would replicate to form inverted duplications of chromosomal regions. Hairpin-capped ends are preferred substrates of the endonuclease activity conferred by the MRX complex (and CtIP/Sae2 nuclease) in yeast (78,80–81). Hairpin-capped ends are created when DSBs were processed for a short distance by 5′ to 3′ resection, followed by fold-back annealing of 3′ tails to the same strand by microhomology (81). Such ends replicate to form inverted duplications in yeast lacking either *RAD50* or *Sae2* but not in wild-type cells. Therefore, one-ended DSBs from collapsed forks in Mre11-KD cells could be processed in a similar way to form hairpin-capped ends that lead to palindromic gene amplification. It is important to mention that such inverted duplications (fusions) can also be initiated from restarted forks, as recently shown in yeast (82).

## ACCESSION NUMBERS

GEO accession number for the RNA-seq data is GSE59487.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: Replication fork integrity and intra-S phase checkpoint suppress gene amplification
**Source:** Nucleic Acids Res. 2015 Feb 11;43(5):2678–90. doi: 10.1093/nar/gkv084
**Supplement:** SUPPLEMENTARY DATA

Replication fork integrity and intra-S phase checkpoint suppress gene amplification — SUPPLEMENTARY DATA 

# Replication fork integrity and intra-S phase checkpoint suppress gene amplification

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

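RNA-seq libraries of Mre11-KD cells (2 libraries) and of control cells infected with a lentivirus expressing GFP (2 libraries) were analysed from the authors' deposited table of exons. The authors aligned single-end reads to the Chinese hamster assembly C_griseus_v1.0 with TopHat and counted the reads on each annotated exon with their own scripts. They then compared Mre11-KD with control cells; the authors used edgeR for this step, and the paper's text names neither its version nor its test. The authors deposited for each exon the log2 fold change of Mre11-KD over control cells and a log2 CPM averaged over the libraries. They also deposited a P-value and an FDR; the FDR column equals the Benjamini-Hochberg adjustment of the deposited p-value over all 117412 entries to within 1.61e-15, while the methods name the q-value package.

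The table holds 4 further columns of reads per exon, whose headings name no sample, and these were used in no step. The tests on counts that had been planned before the data were examined were therefore replaced by summaries of the authors' comparison. The depth of each library is known from the read numbers in the methods only, no confidence interval from counts is given, and the precision of a value is that of the authors' P-values. The median exon had a log2 CPM of 1.45, while 5 percent of the exons lay below -0.59 and 5 percent above 4.77.

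Of the 117412 entries, 117382 are exons and 30 are whole mRNAs or coding regions, which were left out, as were 19 entries without a gene identifier. Exons listed more than once for a gene with the same values were counted once, which left 116146 exons of 13610 genes. Of the gene identifiers, 12106 matched RefSeq genes of the assembly CriGri-PICRH-1.0, which was used only for symbols and for the order of neighbouring genes, since it is another assembly than the authors'. Genes without a symbol were matched by their product name, in some cases after their values had been seen.

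The log2 fold change of a gene is the median over its exons and its abundance the sum of the exons' CPM. Exon P-values were combined by Simes' method and adjusted over all genes by the Benjamini-Hochberg method, with thresholds of 0.005 for P as in the paper and 0.05 for the adjusted P-value. For lists of genes, the percentile of the median was taken among 10000 random lists matched on abundance in 20 bins, with seed 59. Before the data were examined, 13 lists were written, and 4 more (epithelial and mesenchymal markers, LXR targets, ribosomal proteins) were written after the most changed genes had been seen, leaving those genes out except Lama3. Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures.

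The combination of exons was tested on simulated data with the exons of the 13610 genes, 200 of them changed. With independent exons 97% of the changed genes were recovered and 6.28% of the calls were false. With exons of a gene correlated at 0.5 these shares were 94% and 2.59%. The planted changes were larger than the medians of the replication and cell cycle lists, and far fewer genes were changed than were called here. These shares therefore do not carry over to the data. Of 200 simulated lists of 25 unchanged genes, 5.5% fell outside the central 95% of random lists, and 98% of 50 lists shifted by 0.5 did. Simulated genes varied independently, so the 5.5% checks the computation only and says nothing of lists of co-regulated genes.

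Genes are named in the text if the paper names them in its transcriptome results, if they belong to the MRN complex or to the kinases the paper measures, if they are members of a list, or if they are among the 5 genes with the largest change in each direction at an adjusted P-value under 0.05. For the last group a minimum abundance of 4 CPM replaced the planned conditions on counts per library. Npc1, Npc2, Zeb1, Zeb2, Mtbp and genes of the last part below that fall outside this rule were chosen after their values had been seen.

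Alternatives set before the data were examined and still possible were calling a gene by any of its exons, a Storey q-value with lambda 0.5, a fold change of at least 1.5, and lists without the genes the paper names. Alternatives chosen after seeing the data were 3 other ways to combine exon P-values (their sum, their median and the largest), the mean over exons, exons weighted by abundance, centring on the median of all genes or of genes of similar abundance, keeping repeated exons, keeping only exons with a log2 CPM of at least 1, and keeping the entries that are not exons. Results for some single genes are not reported here, although these genes are counted in the totals and lists. Gene ontology enrichment was left out because gene ontology annotation was not used here.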

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

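All tests in this part were chosen after the results they measure had been seen.

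Among genes that the paper does not discuss, the largest changes over at least 5 exons at 4 CPM or more were looked up, 3 in each direction. Lama3 had a median log2 fold change of 7.40 over 11 exons, Serpinb5 6.40 over 6 exons and Lamb3 5.71 over 20 exons. Their log2 fold changes and pooled abundances together correspond to 0.235, 0.344 and 1.41 CPM in control cells and to 18.2, 37.3 and 63.1 CPM in Mre11-KD cells, so the folds rest on little expression in control cells. In the other direction Hnrnpd had -3.60 over 7 exons (adjusted P-value 7.89e-130), Fhl1 -3.14 over 9 exons and Cspg4 -2.70 over 10 exons. Hnrnpd fell further than Mre11 itself, and 9 genes at 4 CPM or more did so.

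A change carried by a few exons was tested by counting the exons that moved against their gene: there were 0 among the exons of these 6 genes. Since the genes were chosen by their median over exons, this count was largely fixed in advance and cannot tell. A copy-number change of the region was tested by the up to 24 nearest genes on the RefSeq assembly, whose median log2 fold change, relative to genes of similar abundance, was at most 0.15 in size at any of the 6 genes. Hnrnpd and Fhl1 are named by the annotation as similar to other proteins, and reads shared with a copy could not be examined. An effect of the shRNA on another mRNA, outgrowth of a few infected cells in a culture that first arrested, and RNA of other cells were not tested, because neither the shRNA target nor values per library were used here. These explanations cannot be told apart from an effect of low Mre11.

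Lama3, Lamb3 and Serpinb5 are genes of epithelial cells. A list of epithelial markers had a median log2 fold change of 0.50 over the 14 of its 48 genes in the table, which includes Lama3; 9 were higher and 2 lower at an adjusted P-value under 0.05. An upward drift of low-abundance genes was tested by random lists of the same abundance, among which the markers lay at percentile 98.9, above the central 95%. A shift from a mesenchymal to an epithelial state was tested with mesenchymal markers, which such a shift would lower. They lay at percentile 85.2 over 12 of 30 genes, and at 42.7 over 10 genes with exons of log2 CPM of at least 1. Single genes of this list differed: Vim (-0.94) and Fn1 (-1.05) were lower, while Sparc (0.65) and Pdgfra (0.80) were higher. Zeb1 (-2.46) and Zeb2 (-1.65), which are outside the list and not part of its percentile, were lower. The epithelial gene Cdh1 (-0.70, adjusted P-value 0.083) did not rise. A partial loss of repression by Zeb1 and Zeb2 may remain as a hypothesis for part of these genes, and it cannot be told apart from outgrowth of a few cells.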

How the results depend on the processing

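The alternatives that were set before the data were examined and those chosen after seeing the data are listed in the summary of the processing. Not run, because they need reads per library, were the other normalizations (RLE, library size only and upper quartile), the count filters, edgeR's exact and likelihood ratio tests named in the plan, DESeq2, leaving out each library, and the camera and fry set tests. No paired analysis was possible because the columns used carry no replicate letter.

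The direction of Mre11 and of the 5 lists on replication initiation, G2/M, cholesterol synthesis, tubulins and complement was the same under every alternative that was run for them, and each list stayed outside the central 95% of random lists. Mre11 ran from -2.35 to -1.49, the latter with exons weighted by abundance. The replication initiation list ran from -0.54 to -0.43, G2/M from -0.47 to -0.37, cholesterol synthesis from 0.79 to 1.03, tubulins from -1.001 to -0.89 and complement from 1.20 to 1.43. The ways to combine P-values cannot move the log2 fold change of Mre11. Calling a gene by any exon gives no value for a list, and centring on the median of all genes cannot move a percentile. The count of Table 1B genes lower at the paper's threshold was 12 or 13.

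Counts of genes moved by more than 1.5 times under 4 settings. At the paper's threshold, in place of 2817 higher and 1640 lower genes, the sum of the exon P-values gave 842 and 618, their median 1632 and 985, and the largest exon P-value 873 and 631. At an adjusted P-value under 0.05, in place of 3505 and 2085, these gave 852 and 628, 1946 and 1195, and 897 and 652. A fold change of at least 1.5 left 1824 and 714. Among the genes past the adjusted threshold the share that was higher lay between 57.6% and 62.7% under the alternatives chosen after seeing the data, and it was larger with the fold change threshold. For the sum, a dependence on the number of exons is visible in the calls at the paper's threshold: 21.5% of the genes with 1 exon, 13.3% with 2 to 4, 6.09% with 5 to 9, 3.65% with 10 to 19 and 1.57% with 20 or more. For the other settings the cause was not tested.

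Of 61 single genes, 59 kept their direction. Only 6 of the 11 settings moved the log2 fold change of any of them, so the other 5 (the sum, the median and the largest of the exon P-values, repeated exons kept and entries that are not exons kept) say nothing about direction. With exons of log2 CPM of at least 1, 58 of the genes had a value. Nbn changed from 0.057 to -0.025 when centred on the median of all genes and to -0.084 when centred on genes of similar abundance. Chek1 changed from -0.023 to 0.012 with the mean over exons, to 0.017 with exons weighted by abundance and to 0.40 when its lowest-P exon was taken. Among the lists, double-strand break repair and signalling changed from -0.040 to 6.47e-04 and mesenchymal markers from 0.18 to -0.023 with exons of log2 CPM of at least 1, for which the cause was not tested. NF-kappaB targets changed from 0.064 to -0.018 when centred on the median of all genes. That setting subtracts 0.083 from every gene, which accounts for this change and for that of Nbn under it, and it left the percentile at 51.0. Beyond these 8 reversals, 11 other values of genes and lists no longer passed a threshold that they had passed and 5 newly passed one. Exo1 was among the former: its adjusted P-value was 0.436 with the sum and 0.198 with the largest exon P-value, and between 3.02e-14 and 0.436 over all settings.

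The depth limits what can be said of single exons, whose median log2 CPM was 1.45, and of genes that were nearly silent in control cells, for which a fold change is only an order of size.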

Differences from the paper's values

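Of 13 fold changes of Table 1B compared here, 12 were within 1.5 times the paper's. For NTBP, taken as Naxe, the fold change was 1.26 against the paper's 0.64, and none of the alternatives set before the data were examined closed the gap. Mtbp, a gene chosen after seeing the values, had a mean fold change over exons of 0.635 and a sum of exon P-values of 2.15e-05, against the paper's 0.64 and 2.14e-05 for NTBP. The P-value of Naxe was 1.47e-04, and that of its best exon, an alternative set before the data were examined, 2.46e-05.

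The P-values of 11 of these 13 genes differed. By Simes' method Exo1 had 8.52e-07 against the paper's 4.71e-17, RCC1 8.38e-13 against the paper's 1.40e-06, UBE2C 3.91e-08 against the paper's 1.18e-05, and cyclin E1 1.33e-07 against the paper's 0.0003. CDC6 had 3.99e-12 against the paper's 0.0004 in the table and the paper's 0.0001 in its discussion. RAN had 7.53e-07 against the paper's 0.0005, BIRC5 1.87e-08 against the paper's 0.0008, and NPM1 7.12e-08 against the paper's 0.0023. Cdt1 had 3.11e-09 against the paper's 0.0013 in the table and the paper's 0.001 in its discussion, and MCM3 had 6.20e-11 against the paper's 0.0022 and 0.001.

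Taking the best exon, the alternative set before the data were examined, came within 1.5 times the paper's P-value for NTBP, but with an exon of Naxe that was higher (fold change 1.57), and it left the gap for the other 10 genes of the table and for the 3 values of the discussion. The sum of the exon P-values, chosen after seeing the values, came within 1.5 times the paper's Table 1B value for UBE2C (1.18e-05), cyclin E1 (3.01e-04), CDC6 (4.44e-04), BIRC5 (9.26e-04), Cdt1 (0.00133, also for the discussion) and MCM3 (0.00228). It did not for Exo1 (0.0943), RCC1 (0.00283), NTBP (0.935), RAN (0.00174) and NPM1 (0.00135). For Exo1, the whole-mRNA entry of the authors' deposited table has 4.71e-17, and Simes' method with such entries kept, chosen after seeing the values, gave 7.54e-16. For RCC1, a single-exon gene with the same product name, chosen after seeing the values, has 1.40e-06 with a fold change of 0.529, while another copy has a fold change of 0.564 against the paper's 0.56 with a P-value of 2.15e-10.

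At the paper's threshold 2817 genes were higher against the paper's 389 and 1640 were lower against the paper's 187. Calling a gene by any exon, set before the data were examined, gave 3638 and 2191. The alternatives chosen after seeing the values gave 842 and 618 with the sum of the exon P-values, 1632 and 985 with their median, and 873 and 631 with the largest; none of these reached the paper's counts.

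The paper ranks Exo1 as the gene with the strongest evidence of a fall among the genes of DNA metabolism and replication. By Simes' method it was at place 10 of the 14 genes of Table 1B, and with the whole-mRNA entry it comes before them. The paper describes repair genes among those that fell. In the list of double-strand break repair and signalling 6 genes were lower and 6 higher at an adjusted P-value under 0.05.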

Other observations

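All tests in this part were chosen after the results they measure had been seen.

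The P-value of Exo1 in the paper is that of a whole-mRNA entry, which pools the reads of all exons, whereas most other genes have exons only. All 30 entries of the table that are not exons, 15 mRNAs and 15 coding regions, carry the word exonuclease in their names, and all 16 genes so named have such an entry. Whole-transcript rows taken up with the letters exon, when lines of the annotation were selected, may therefore explain these entries. If so, the place of Exo1 at the head of Table 1B reflects a pooled entry as well as its fall, which all 14 exons show.

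Most other P-values of Table 1B are larger than those of the genes' best exons, but not those of LIG4, EID1 and NTBP taken as Naxe. If a gene's P was the sum of its exon P-values, the sums would be the printed values. They were for 6 of the 12 genes with several exons, within 5 percent or rounding. Of the other genes, the printed value was that of the whole-mRNA entry for Exo1. For RCC1 it was that of a single-exon gene of the same product, whose fold change of 0.529 differs from the paper's 0.56. For NTBP it was within 5 percent of the sum for Mtbp (2.14e-05 against 2.15e-05). For the rest no entry was matched, so the sum is a hypothesis for part of the table. The smallest exon P-value was the printed value for 0 of the 12. A sum may favour genes with few exons: of 26 replication initiation genes, with a median of 15 exons, Simes' method called 18 lower at the paper's threshold and the sum 3. Gene ontology categories rich in single-exon genes could be favoured in the same way, and this was not tested.

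The last exon of Mre11, with a log2 fold change of -0.69, departed from the median of the gene by 1.54. An end effect of these libraries was tested by the last exons of 6293 genes with at least 5 exons: 11 departed from their gene by as much, Mre11 included. The median departure was 0, so last exons showed no general shift. A last exon that merely changes less can depart so far only in a gene that changed about as much as Mre11. Few genes did, so the count cannot exclude an end effect limited to strongly changed genes. Reads of a gene overlapping Mre11 may contribute. On the RefSeq assembly 2 genes overlap it, Ankrd49 (-0.25) and LOC100751171 (-0.30). The table gives no strand, and whether they reach the last exon was not examined, so this cannot be told. The fall of Mre11 mRNA is then estimated at 0.213 or 0.355 of control depending on the weight of this exon.

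For the fall of replication initiation genes, a trend of the log2 fold change with abundance was tested by subtracting the median of genes of similar abundance, which left -0.43. A fall shared by the other proliferation genes was tested by drawing lists, with replacement and without matching on abundance, from the 80 genes of the elongation, G1/S and G2/M lists outside the initiation list. The initiation genes lay at percentile 22.6 of these, within the central 95%. Lists drawn from all 106 genes, the initiation genes included, put them at percentile 27.7, a comparison partly with themselves. A fall shared with other proliferation genes may therefore account for that of the initiation genes; the paper reports fewer Mre11-KD than control cells after culture (Figure 1B), and growth was not analysed here.

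The rise of sterol synthesis genes came with a fall of Npc1, which releases cholesterol from lysosomes (-1.63, 24 of 24 exons lower, adjusted P-value 7.68e-14), while Npc2 was higher (0.57). Impaired release of cholesterol from lysosomes could raise SREBP targets and would not raise LXR targets, which follow sterol in the cell. The LXR targets lay at percentile 90.3 of random lists, within the central 95%. Only 5 of 12 were in the table, so this cannot be told. At an adjusted P-value under 0.05, 3 of them were higher, Lpcat3 (0.66), Abca1 (0.57) and Nr1h3 (0.30), which goes against the explanation, and Pltp (-0.52) was lower.

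For the rise of immune genes, an interferon response was tested by interferon-stimulated genes, at percentile 98.9 of random lists, and NF-kappaB activation by NF-kappaB targets, at percentile 51.0 as a list, with 6 genes higher and 3 lower at an adjusted P-value under 0.05. Part of the rise may belong to an interferon response, although the interferon-stimulated genes fell to percentile 86.4 without exons of low abundance. Because the control cells received GFP and not a non-targeting shRNA, an effect of the shRNA or its vector cannot be told apart from that of low Mre11. Targets of p53 lay at percentile 97.2, just within the central 95%, and at 98.4 with the mean over exons, just outside it; no explanation was tested.

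Copy-number differences between the cell pools were looked for as stretches of 25 neighbouring genes on the RefSeq assembly, over 11163 genes of at least 2 CPM and relative to genes of similar abundance. The medians of the stretches ran from -0.37 to 0.47, and 8.1 percent of 1000 shuffled gene orders had a stretch as extreme. In shuffled orders the typical extremes were -0.33 and 0.39, nearer to 0 than those seen. A gain or loss was not shown by this test and is not excluded by it, since the size it can detect was not examined.

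The paper measured the proteins of the MRN complex and of checkpoint kinases. Apart from Mre11 itself, the mRNAs looked up did not pass an adjusted P-value of 0.05: the log2 fold change was 0.29 for Rad50, 0.057 for Nbn, 0.18 for Atm, which has 2 gene identifiers that can share reads, -0.32 for Atr and -0.023 for Chek1. Called by any single exon, Rad50, Atm and Atr did pass it.

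Among genes with an adjusted P-value under 0.05 at 4 CPM or more, a minimum that replaced the planned conditions on counts, the largest rises were those of Fgfbp1 (13.48 on a single exon at 30.7 CPM), LOC100765897 (9.33), Slpi (8.03 over 4 exons at 196.5 CPM), Lama3 and a gene listed without a symbol (6.93). The largest falls were those of Hnrnpd, Fhl1, Spsb4 (-2.78), Cspg4 and Dlc1 (-2.68). At 4 CPM or more, 15 genes passed the adjusted threshold with a median log2 fold change of at least 4, and 0 with a fall of that size. No explanation for this imbalance was tested.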
